A study of Mus musculus with 4 samples.

How the data were processed

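Mouse bone marrow cells were profiled by droplet single-cell RNA sequencing (10x Chromium 3′ chemistry, version 3, per the labels' protocols) in 4 libraries, 1 per group. The groups cross 2 sorted populations with 2 genotypes. KLS cells are lineage-negative, c-Kit-positive and Sca-1-positive hematopoietic stem and progenitor cells. The stromal population, called MSC here, was sorted as CD45-negative, Ter119-negative or low, CD71-negative, Sca-1-positive and CD140a-positive. STAT5 knockout (STAT5 KO) mice carry floxed Stat5a and Stat5b with the Vav1-Cre transgene, which is active in blood cells. Control mice carry the transgene and intact Stat5 genes. Per the labels, the KLS cells came from 4 mice of 8 to 12 weeks and the stromal cells from mice of 6 to 8 weeks, and 3000 to 6000 cells were targeted per library. The labels give no batch and no identity of single mice.

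The deposited matrices hold raw counts of unique molecular identifiers (UMIs) for 31053 genes per cell barcode, with no normalization. The authors' software version is 3.1.0 per the file headers. The aligner, genome build, strand rule and cell calling are not stated in the labels or headers. The smallest total was 500 UMIs per barcode in both KLS libraries and 501 in both MSC libraries, measured on the files. No column of values lacked a sample. Of the gene identifiers, 31011 were found in GENCODE M21 (GRCm38), and coordinates given here are those of GENCODE M21 and may not be of the build the authors used. A symbol carried by more than 1 identifier was kept for its first identifier. Antisense and overlapping genes could not be told apart with certainty, since the counting rule for strand is not stated.

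Cells were kept with at least 200 genes and at most 10% mitochondrial UMIs. Doublet scores were computed with Scrublet in scanpy 1.11.5, and the highest scores were left out at 0.8% of a library's barcodes per 1000 barcodes. This marked 112 barcodes in KLS control, 451 in KLS STAT5 KO, 4 in MSC control and 1 in MSC STAT5 KO, of which 109, 446, 4 and 1 had passed the filter on cells. Scrublet's automatic threshold marked 0, 1, 0 and 1 barcodes, which is too few to have worked for the larger libraries. After both steps 3454, 6987, 609 and 384 cells were kept, in the same order. No correction for free RNA was made.

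The 2 libraries of a population were clustered together: counts per 10000 on a log scale, 2000 variable genes without mitochondrial genes, Xist, 4 Y-linked genes, Stat5a and Stat5b, 30 principal components, 15 neighbours and Leiden at resolution 1 (igraph 0.11.9, seed 0). A cluster took a name only with at least 3 of the class's fixed markers among its 10 leading genes, and more than of any other class. Leading genes were ranked by log2 ratio to the other clusters with a pseudocount of 10 CPM (counts per 1000000 UMIs), over genes with at least 50 UMIs and without hemoglobin and immunoglobulin genes. A cluster was called CD45-negative when its Ptprc CPM was under 20% of the value over all KLS cells. Ptprc encodes CD45. The stromal cells of the MSC libraries are the CD45-negative clusters that are not erythroid-like.

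Counts were summed over the cells compared and scaled to CPM over all gene UMIs. With 1 library per group there was no test, and no p-value or standard error was computed. Sums carry exact Poisson 95% intervals, shares carry exact Clopper-Pearson 95% intervals, and ratios of sums carry exact conditional binomial intervals. Intervals of list medians come from 1000 Poisson redraws. All of these cover counting error only, not the differences between mice or preparations. Where a share was 0, the limit given is 3 counts of the total. Medians of gene lists used genes with at least 20 UMIs over both libraries and a pseudocount of 1 CPM. Each median was placed among 10000 random lists of the same size, matched in 20 bins of mean expression. KLS lists were summed over cells outside CD45-negative clusters, and MSC lists over the stromal cells.

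Genes were named by a rule of size: the 10 largest rises and the 10 largest falls of the log2 ratio with a pseudocount of 10 CPM, among genes with at least 100 UMIs over both libraries and a UMI in at least 2% of the cells of the higher library. Hemoglobin and immunoglobulin genes, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were left out of the ranking and are given on their own. Members of the gene lists could also be named. A gene that met the rule is not reported here. The groups, gene lists, cell type markers, rule for named genes, filters and clustering settings were fixed before the data were examined. The number of markers a cluster needs for a name, the ranking of its leading genes and the Poisson redraws were set afterwards. Shares of cells with a Nes UMI were compared after each cell was thinned to 1 number of UMIs, the 10th percentile rounded down to a multiple of 100.

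The steps that compute ratios over all genes were tested on simulated data with 200 genes changed. For the KLS comparison (12503 genes run), the direction of 100% of the changed genes was recovered and the counting intervals of 95.4% of 500 other genes held the true ratio. For the MSC comparison (4789 genes run) the shares were 100% and 95.4% of 500 genes. The simulated sums held Poisson counting error only, so these shares check the computation. They say nothing about variation between cells, mice or libraries. Alternatives covered the cell filter, doublets, scaling (including edgeR 4.0.16 TMM factors), pseudocounts, UMI minimums, the cells summed, cluster resolution, joint or separate clustering, the Ptprc threshold and thinning. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and R 4.3.3 were used. Doublet calls or cell type labels by the authors were not used here.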

Results

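Single-cell transcriptomes were collected from 2 sorted bone marrow populations of mice with and without the STAT5 genes in blood cells, with 1 library in each of 4 groups. The KLS control library held 3747 barcodes and 55138419 UMIs, and the KLS STAT5 KO library held 7511 barcodes and 82466835 UMIs. The MSC libraries were far smaller, with 672 barcodes and 1874023 UMIs in control and 425 barcodes and 1270763 UMIs in STAT5 KO. Median depth per kept cell was 13529 UMIs in KLS control, 9805 in KLS STAT5 KO, 2633 in MSC control and 2428 in MSC STAT5 KO. The median mitochondrial share of a barcode's UMIs was 4.40%, 2.90%, 2.01% and 2.27% in the same order, so quality differed between the KLS libraries. No group had a replicate library, so each comparison below sets 1 library against 1 other, and each interval covers counting error only.

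The deleted genes were examined first, because they check the labels. In KLS cells Stat5a (ENSMUSG00000004043, chromosome 11, 100859351 to 100885169, plus strand, GRCm38) and Stat5b (ENSMUSG00000020919, chromosome 11, 100780731 to 100850724, minus strand) were both lower in the STAT5 KO library. Over all kept KLS cells, Stat5a in STAT5 KO was 10.0% of control (95% interval 9.13 to 10.996%) and Stat5b was 7.73% of control (6.91 to 8.63%). The log2 ratio of their sum was -3.48 (-3.58 to -3.38). Averaging the CPM of single cells moved it most, to -2.92. That mean weights every cell alike, including the shallow cells of the CD45-negative clusters described below.

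Whether the Vav1-Cre deletion reached the sorted stromal cells was asked in the MSC libraries. The log2 ratio of Stat5a plus Stat5b there was 0.11, with an interval of -0.23 to 0.46 that includes 0, so no loss was detectable at this depth. Stat5a alone gave 0.37 (-0.12 to 0.87) and Stat5b alone gave -0.14 (-0.65 to 0.35). In the stromal clusters the ratio of the sum was 0.10 (-0.25 to 0.44). The 1 MSC cluster with Ptprc held 13 control and 8 STAT5 KO cells, with 0 and 2 UMIs of these genes, which is too few to compare. The levels of these genes therefore give no check of the genotype labels of the MSC libraries.

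**Figure D1:**
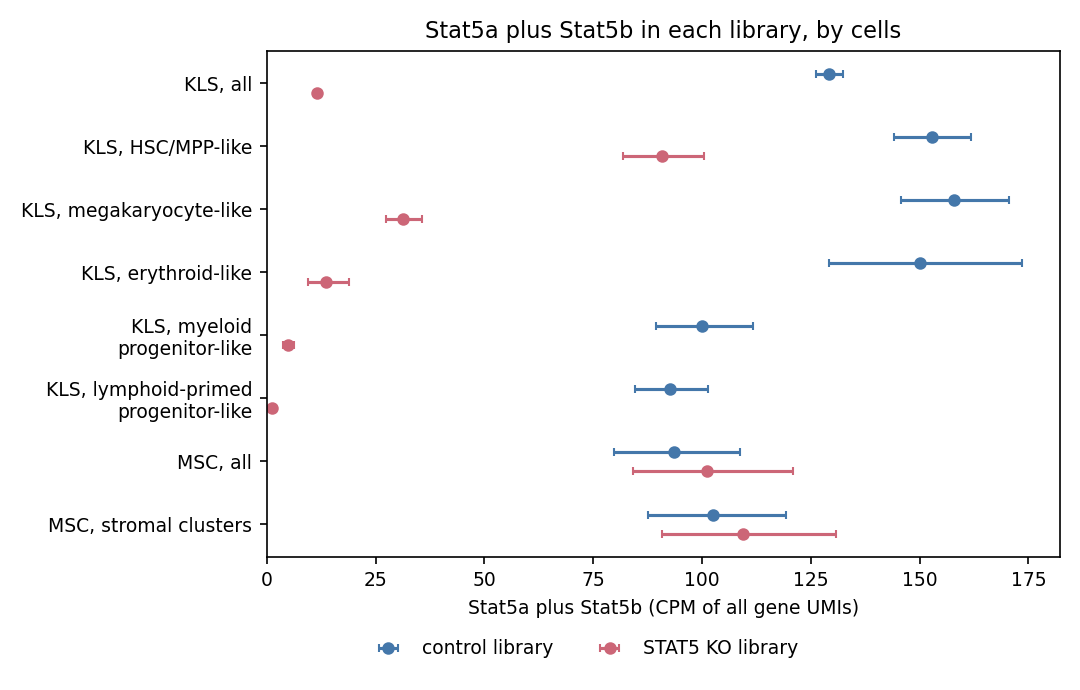
Stat5a plus Stat5b as CPM of all gene UMIs (horizontal axis) in the control and STAT5 KO libraries, for all kept cells and for classes of cells. Points are summed UMIs scaled to CPM and bars are exact Poisson 95% intervals for counting error. KLS cells as a whole held 129.2 CPM in control and 11.6 CPM in STAT5 KO, while the MSC libraries held 93.5 and 101.2 CPM.

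The loss in KLS cells was unequal between classes of cells. Lymphoid-primed progenitor-like cells of the STAT5 KO library held 1.24% of the control level of Stat5a plus Stat5b (0.617 to 2.25%), and myeloid progenitor-like cells held 4.92% (3.71 to 6.44%). Megakaryocyte-like cells held 19.9% (17.0 to 23.2%), and HSC/MPP-like cells, those with markers of hematopoietic stem cells and multipotent progenitors, held 59.4% (52.7 to 66.8%). The HSC/MPP-like cells came from a pair of clusters that differed, at 80.6% (69.4 to 93.5%) and 27.9% (21.6 to 35.5%). Their value depended on how cells were clustered. Its log2 ratio was -0.75 (-0.92 to -0.58) and ranged from -2.77 with no doublets left out to -0.35 at Leiden resolution 2. This ratio was added to the results after its value was seen. Without clusters, cells with a UMI of Hlf, Mecom or Procr held 9.52% of the control level (8.80 to 10.3%), and cells with none held 6.56% (5.41 to 7.90%). That choice took 85.1% of control and 73.8% of STAT5 KO cells. Split further after that value was seen, cells with 1, 2 and 3 of these genes held 6.34% (5.50 to 7.28%), 10.4% (9.25 to 11.7%) and 22.9% (19.4 to 26.8%).

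The series states that 605 CD45-negative cells were found among 10008 sorted KLS cells, about 6%. In the files, 11258 barcodes were present in the 2 KLS libraries and 10441 were kept here. Of these, 605 lay in 4 CD45-negative clusters, 5.79% (5.35 to 6.26%), where the denominator differs from the study's. The clusters were fibroblast-like, CXCL12-abundant stromal-like and chondrocyte-like by their leading genes. Their share was 10.2% (9.26 to 11.3%) of KLS control cells and 3.59% (3.17 to 4.06%) of KLS STAT5 KO cells. Median depth in these clusters was 702 UMIs in control and 654 UMIs in STAT5 KO. In these clusters 604 of 605 cells (99.8%) carried a barcode that holds more UMIs in another library, against 0.264% of the 9836 other KLS cells. Once such barcodes were left out, 1 of the 605 cells remained and no cluster was CD45-negative. The alternative with the largest effect among those listed beforehand counted cells with no Ptprc UMI after thinning, 50.6% and 52.1%. At 4100 UMIs, cells with Ptprc at the KLS level of 153.1 CPM often hold none by sampling alone. The thinning also left out most cells of the CD45-negative clusters. These values therefore do not measure a CD45-negative share. Stat5a plus Stat5b stood at 117.5 CPM (75.3 to 174.8) in these clusters of the KLS STAT5 KO library.

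**Figure D2:**
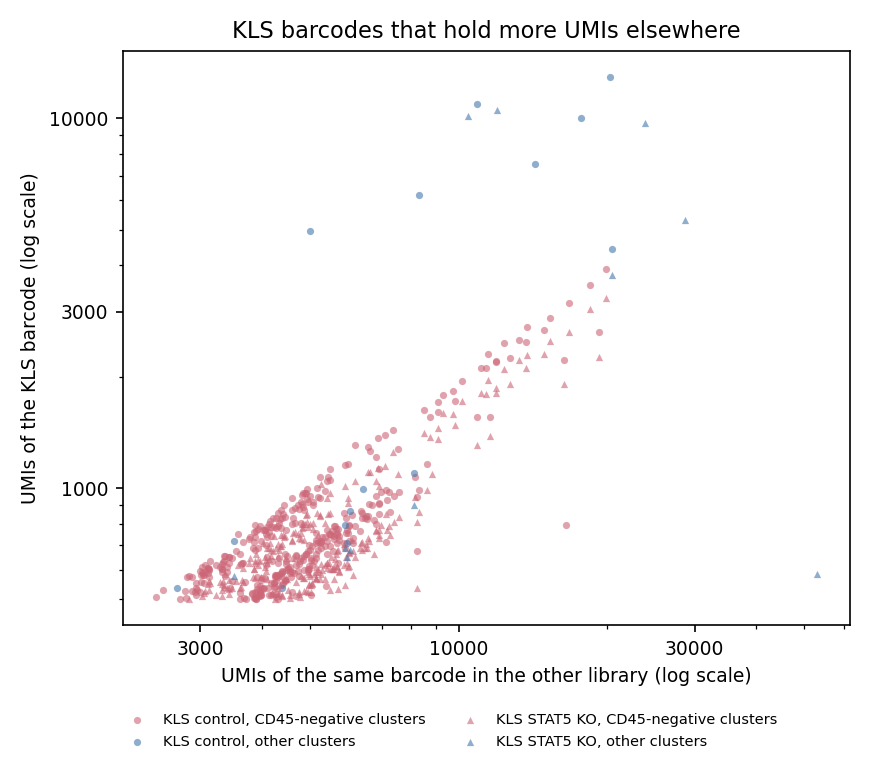
UMIs of a KLS barcode (vertical axis, log scale) against UMIs of the same barcode in the other library where it held most (horizontal axis, log scale), for kept KLS cells whose barcode holds more UMIs elsewhere. Circles are KLS control and triangles are KLS STAT5 KO cells, coloured by cluster. The points of CD45-negative clusters follow lines of a fixed share, at a median of 13.2% of the MSC control partner and 18.9% of the MSC STAT5 KO partner in KLS control.

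Shares of KLS cells by class were compared next, to ask how the progenitor compartment differs between the genotypes. HSC/MPP-like cells made up 17.7% (16.4 to 19.0%) of KLS control cells and 6.94% (6.36 to 7.56%) of KLS STAT5 KO cells. Myeloid progenitor-like cells made up 4.11% (3.47 to 4.83%) and 12.9% (12.1 to 13.7%). Leading genes of every one of these classes differed between the libraries within the class. In HSC/MPP-like cells 11 of 20 leading genes did so beyond counting error, and Vwf differed most, from 46.4 CPM in control to 296.2 CPM in STAT5 KO within 1 cluster. Clustering was therefore repeated without 91 such genes, an alternative chosen after the data were seen. The difference of STAT5 KO minus control was then -11.9 percentage points for HSC/MPP-like cells, against -10.7 at first. For myeloid progenitor-like cells it was 13.5 points, against 8.81. It fell to 0.83 points without the barcodes that hold more UMIs elsewhere. Lymphoid-primed progenitor-like cells made up 7.09% (6.26 to 8.00%) and 9.59% (8.91 to 10.3%), and megakaryocyte-like cells 6.34% (5.55 to 7.21%) and 9.002% (8.34 to 9.70%). The direction of these last differences changed with the cell filter, to -2.11 and -1.67 points under the stricter filter, so no direction is given for them. Erythroid-like cells were 1.07% (0.755 to 1.47%) and 2.59% (2.23 to 2.99%), and 0.869% and 1.70% when clustered without those genes. The plasma cell gene Jchain was among their leading genes, at 0 UMIs in control and 431.7 CPM in STAT5 KO. Mast/basophil-like cells were 0.463% (0.265 to 0.751%) and 0.658% (0.482 to 0.877%), and 12.5% and 11.7% when clustered without those genes, so their shares are not compared. Clusters without a name held 53.0% of control and 54.7% of STAT5 KO cells.

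Fixed lists of lineage genes were compared in KLS cells outside the CD45-negative clusters. The stem cell list (20 genes) had a median log2 ratio of -0.29 (-0.35 to -0.26) with 17 genes lower in STAT5 KO, below all 10000 random lists. The sign depended on the mix of cells. With STAT5 KO cells weighted to the control's cluster shares, the median was 0.14. The lymphoid list (18 genes) had a median of -0.16 (-0.19 to -0.14) with 15 genes lower, at percentile 0.09 of the random lists. The myeloid list (17 genes) had a median of 0.00 (-0.05 to 0.08) at percentile 47.8, while its mean was 0.11. Its members went both ways, from Ly6c2 at -0.49 to Mpo at 0.94. The megakaryocyte-erythroid list (18 genes) had a median of 0.04 (0.01 to 0.09) at percentile 83.2, which became -0.10 under the weighting. The cell cycle list (30 genes) had a median of 0.11 (0.09 to 0.13) at percentile 90.0, within the range of random lists, and -0.08 under the weighting.

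The list of STAT5 target genes tested whether loss of STAT5 was accompanied by lower levels of its targets. In KLS cells its median over 15 genes was -0.22 (-0.24 to -0.13), at percentile 0.06 of the random lists, with 10 genes lower and 5 higher. Cish fell most, from 13.8 CPM to 5.99 CPM, a plain log2 ratio of -1.20 (-1.38 to -1.03). Ccnd1 rose most, from 22.6 CPM to 55.0 CPM, a plain log2 ratio of 1.28 (1.19 to 1.38). In the stromal cells the median over 13 genes was 0.07, with an interval of -0.06 to 0.25 that includes 0, at percentile 90.3 of the random lists. There 9 genes were higher and 4 lower. Ccnd1 again rose most, from 17.2 CPM to 54.3 CPM, a plain log2 ratio of 1.66 (0.99 to 2.36). Its rise was therefore not confined to the cells that lost Stat5a and Stat5b.

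Niche factors, the signals by which stromal cells support blood progenitors, were compared in the stromal cells, to ask whether they differ in mice whose blood cells lack STAT5. The median over 25 genes was -0.48 (-0.56 to -0.33), below all 10000 random lists, with 21 genes lower and 4 higher in STAT5 KO. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367, plus strand) fell from 7366 CPM to 4464 CPM, a plain log2 ratio of -0.72 (-0.77 to -0.67). Kitl (ENSMUSG00000019966, chromosome 10, 100015630 to 100100416, plus strand) fell from 443.1 CPM to 328.5 CPM, a plain log2 ratio of -0.43 (-0.62 to -0.25). Within the CXCL12-abundant stromal-like cluster, Cxcl12 fell from 28554 CPM to 23676 CPM, whereas Kitl (1673 and 1799 CPM) and Vcam1 (1582 and 1763 CPM) were not lower in STAT5 KO. The lowest ratio of the list was that of Il34 at -1.15, and the highest that of Spp1 at 1.66. The median moved most when STAT5 KO cells were weighted to the control's cluster shares, to -0.20 (-0.30 to -0.08), at percentile 0.29 of random lists under the same weights. These weights match numbers of cells, not UMIs. The sort for stromal cells left 77.5% (74.0 to 80.8%) of MSC control and 72.9% (68.2 to 77.3%) of MSC STAT5 KO cells in stromal clusters. Most of the rest were erythroid-like. Sizes of named stromal clusters are not compared. In those other than the pericyte/smooth muscle-like one, leading genes differed between the libraries, such as 12 of 20 in chondrocyte-like clusters. In the pericyte/smooth muscle-like cluster 0 of 10 did so, but its STAT5 KO cells held only 5625 UMIs. That is too few to rule out differences. Il6, at 965.3 CPM in control and 177.8 CPM in STAT5 KO, still lay within counting error. The cluster held 18 control cells (2.96%, 1.76 to 4.63%) and 3 STAT5 KO cells (0.781%, 0.161 to 2.27%). Rgs5, among the genes that fell most, was at 14735 and 15822 CPM within this cluster.

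**Figure D3:**
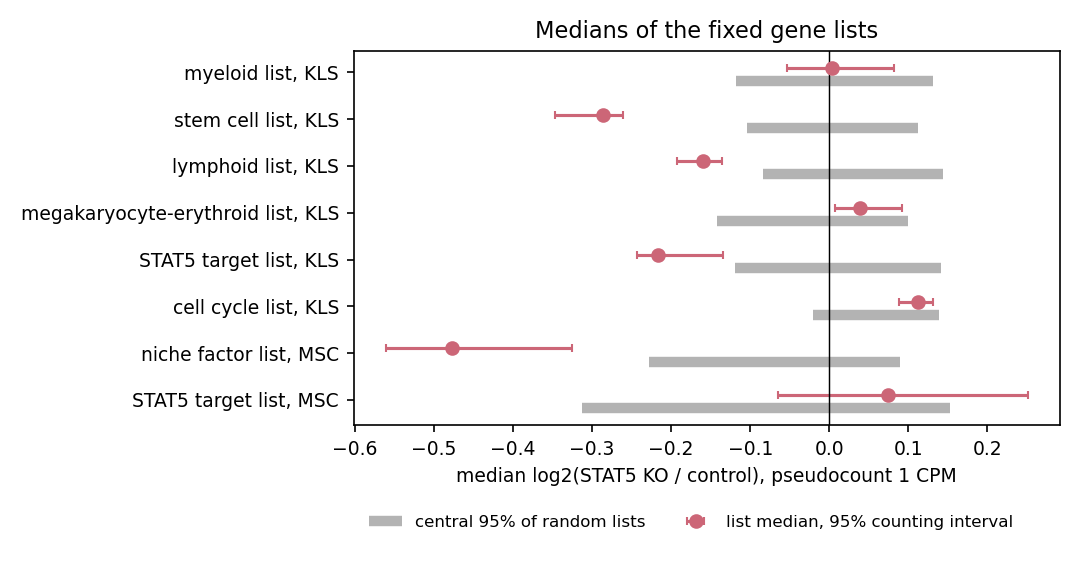
Median log2 ratio of STAT5 KO to control (horizontal axis, pseudocount 1 CPM) of the 8 list comparisons. Points are medians, bars are 95% counting intervals and grey bars span the central 95% of 10000 random lists matched on expression. The medians of the stem cell, lymphoid and STAT5 target lists in KLS and of the niche factor list in MSC lie to the left of the grey bars.

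By the rule of size, 11481 genes could be named in KLS cells. After Gm47283, Stat5b and Stat5a, the largest falls included those of Mid1, Wfdc17, Ebi3, Gm20234, Hmga2 and Gm8797. Gm47283 (ENSMUSG00000096768, placed on chromosome Y, 90784738 to 90816464, plus strand) fell from 595.8 CPM (589.1 to 602.5) to 79.7 CPM (77.7 to 81.7). Mid1 (ENSMUSG00000035299, chromosome X, 169685199 to 170005736, plus strand) fell from 24.6 CPM to 1.79 CPM, 13.7-fold lower in STAT5 KO. The largest rises were those of Mt1, Hspa1b, Gm42418, Ccl9, Ccnd1, Dhx40, Hspa1a, AY036118, Mpo and Hsph1. Mt1, on chromosome 8, rose from 20.6 CPM to 61.1 CPM, and Mpo, on chromosome 11, from 548.4 CPM to 1054 CPM. Hspa1a and Hspa1b are close copies, Gm42418 and AY036118 overlap on opposite strands, and Gm20234 is annotated as antisense, so reads of these genes could have been assigned to a wrong one. Ccl9, Dhx40, Mpo, Wfdc17 and Gm20234 lie on chromosome 11 within 25 Mb of Stat5a. With a pseudocount of 1 CPM only 4 of the 10 rises and 6 of the 10 falls stayed among the largest.

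In the stromal cells 3 of the 10 largest rises were collagen genes, and these were among genes that lead chondrocyte-like clusters. Col2a1, on chromosome 15, rose from 2534 CPM to 12146 CPM, Col9a2 from 314.2 CPM to 1537 CPM and Col9a1 from 284.8 CPM to 1243 CPM. Within the chondrocyte-like cluster that Col2a1 leads, its level was 44049 CPM in control and 44050 CPM in STAT5 KO. In that cluster 21 of 27 control and 4 of 29 STAT5 KO cells carried a barcode that holds more UMIs in the other MSC library. Without these, 6 and 25 cells were left with 76.7% and 98.7% of the UMIs, and Col2a1 was at 44293 and 44007 CPM. Msmp rose from 359.0 CPM to 2980 CPM. Within the chondrocyte-like cluster that it leads, it rose from 9339 CPM in 19 cells to 42503 CPM in 17 cells. Of these 19 control cells, 4 carried a barcode that holds more UMIs in the other MSC library. Without such barcodes Msmp was at 4524 CPM in the 15 control cells left and was unchanged in STAT5 KO. Among the rises, the others were Ucma, Cnmd, Prkg2, Tnni2, Chst11 and Meltf. Chondrocyte-like cells had a median of 1253.5 UMIs in control and 8116.5 UMIs in STAT5 KO, but in the cluster that Col2a1 leads the medians were 11244 and 11460 UMIs without barcodes that hold more UMIs elsewhere. When the CPM of single cells was averaged, the log2 ratio (pseudocount 10 CPM) fell from 2.26 to 0.81 for Col2a1, from 2.25 to 0.85 for Col9a2 and from 2.09 to 0.57 for Col9a1. It fell from 3.02 to 0.35 for Msmp and from 2.06 to 0.26 for Chst11. Averaged without those barcodes, an alternative chosen after the data were seen, the ratios were 2.35 for Col2a1, 2.22 for Col9a2, 1.93 for Col9a1, 2.93 for Msmp and 1.64 for Chst11. The highest values under any alternative were 2.62, 2.59, 2.53, 4.17 and 2.57, in the same order, all under the stricter cell filter. The largest falls were those of Thap1, Sfrp2, Cxcl9, Fabp4, Rgs5, Apod, Cxcl10, Col8a1, Tppp3 and Spon1. Thap1 fell from 78.6 CPM to 9.95 CPM, but its log2 ratio was 0.06 under the stricter cell filter and 0.022 when averaged over cells without barcodes larger elsewhere.

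Nes, a gene used to mark niche cells, was detected in few cells. After each KLS cell was thinned to 4100 UMIs, 7 of 3067 control cells (0.228%, 0.092 to 0.470%) and 8 of 6382 STAT5 KO cells (0.125%, 0.054 to 0.247%) held a Nes UMI. The thinning left out 387 control and 605 STAT5 KO cells, which include most cells of the CD45-negative clusters. Unthinned shares were 1.10% and 0.301%. The difference between the thinned shares was -0.10 percentage points, with a counting interval of -0.30 to 0.07 that includes 0, and all 6 alternatives lay lower, from -0.80 to -0.16. Over all UMIs of kept KLS cells, Nes stood at 0.835 CPM (0.604 to 1.12) in control and 0.300 CPM (0.190 to 0.450) in STAT5 KO, from 43 and 23 UMIs, a difference beyond counting error. Outside the CD45-negative clusters the levels were 0.781 and 0.301 CPM. As a background, none of the 245 control or 670 STAT5 KO lymphoid-primed progenitor-like cells held a Nes UMI, at median depths of 21146 and 13809 UMIs. The count of 0 allows shares of up to 1.22% and 0.448%. In the stromal cells, thinned to 1000 UMIs, 2 of 419 control cells (0.477%, 0.058 to 1.71%) and 2 of 264 STAT5 KO cells (0.758%, 0.092 to 2.71%) held one, and 53 and 16 shallower cells were left out. Unthinned stromal shares were 1.27% and 1.79%.

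Genes kept out of the ranking were measured over all kept cells. Xist and the Y-linked Ddx3y were both present in every library. Ddx3y was at 40.1 CPM in KLS control, 40.9 in KLS STAT5 KO, 77.3 in MSC control and 88.9 in MSC STAT5 KO. Xist was at 957.7 CPM, 785.4 CPM, 266.0 CPM and 529.3 CPM in the same order. Igkc stood at 5.61 CPM (4.98 to 6.30) in KLS control and 143.0 CPM (140.3 to 145.7) in KLS STAT5 KO, and went the other way in MSC, from 4784 CPM in control to 1551 CPM in STAT5 KO. Hbb-bs took 14538 CPM in MSC control and 6342 CPM in MSC STAT5 KO, against 11.8 CPM and 19.4 CPM in the KLS libraries. Of the genes used to sort, Ptprc was at 152.4 and 153.6 CPM in KLS control and STAT5 KO and at 3.92 and 5.76 CPM in the MSC libraries. Ly6a, which encodes Sca-1, fell from 69.0 CPM to 50.9 CPM in KLS cells, and Kit from 208.8 CPM to 177.2 CPM. Pdgfra, which encodes CD140a, was at 282.3 CPM in MSC control and 234.6 CPM in MSC STAT5 KO.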

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

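The tests on the origin of the CD45-negative clusters were chosen after the shared barcodes had been seen.

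Cell barcodes that occur in more than 1 library stood out as a signal outside the main measurements. The KLS libraries shared 290 barcodes with each other. KLS control shared 227 barcodes with MSC control and 197 with MSC STAT5 KO. KLS STAT5 KO shared 158 with MSC control and 168 with MSC STAT5 KO, and the MSC libraries shared 42. Of the cells in the CD45-negative clusters of the KLS libraries, 99.8% carried a barcode that holds more UMIs in another library, almost always a stromal one. Barcodes shared by chance would be spread over all clusters, but only 0.203% of the cells in the other KLS clusters had a barcode that is also in a stromal library. Separate cells of one kind under the same barcode are also argued against. In 100% of the 602 pairs with a stromal partner, the KLS cell's UMIs lay more often in genes of its own partner than in genes of the partner of nearest depth from the same cluster. The medians were 99.3% and 64.4%. Stromal cells caught in the KLS sort would mostly have barcodes of their own, and 1 of the 605 cells had one. Reads of the stromal libraries that were assigned to the KLS libraries, for example through sample indexes, are consistent with all 4 values. How such reads would have been assigned stays open, because the UMI sequences were not analysed here. The share of 10.2% and 3.59% in the report therefore may not count cells of the KLS sort. Of the 290 barcodes shared by the KLS libraries, 276 (95.2%) hold more UMIs in a stromal library, so most are the same stromal barcodes read in both KLS libraries. Their UMI totals lie near each other, at a median of 117.4% in control against STAT5 KO over the 290, and 11 were in no stromal library. In the MSC libraries the chondrocyte-like cluster led by Col2a1 is concerned too, where 21 of 27 control cells carry a barcode that holds more UMIs in MSC STAT5 KO.

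The log2 ratio of Stat5a plus Stat5b was lower in KLS than in MSC by -3.60, the difference between -3.48 and 0.11. The difference between the populations was not tested, since each group has 1 library. The alternative that came closest to closing it, the mean of each cell's CPM, still gave -2.92 in KLS. That mean gives full weight to the shallow cells of the CD45-negative clusters. They were 3.59% of KLS STAT5 KO cells and held 117.5 CPM of Stat5a plus Stat5b. Vav1-Cre is active in blood cells, and a deletion confined to them is a biological explanation that the design names, untested here. A swap of the MSC labels would only turn the sign of 0.11 and cannot account for the difference.

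The median of the STAT5 target list was lower in KLS than in MSC by -0.29, the difference between -0.22 and 0.07, and this difference was not tested either. With KLS STAT5 KO cells weighted to the control's cluster shares, the KLS median was -0.07, so a different mix of cells may account for much of it. A direct effect of STAT5 on these genes remains open.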

How the results depend on the processing

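Alternatives chosen after the data were seen are the removal of barcodes larger elsewhere, the weighting of MSC STAT5 KO cells, thinning before clustering, thinning of KLS control to the depths of STAT5 KO, clustering without differing leading genes and, for genes named in MSC, the mean of each cell's CPM without barcodes larger elsewhere. The Stat5a plus Stat5b ratio in HSC/MPP-like cells was added as a result after its value was seen. No paired analysis was possible because each group has 1 library and no value comes from a test.

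Over the 21 results of the design, 214 values were computed under alternatives. Of these, 127 stayed within the counting interval of the reported value, 80 moved outside it and 7 changed sign from a reported value whose interval excludes 0. For the 54 other results, 340 of 541 values stayed within the interval, 199 moved and 2 changed sign in this way. Where the interval of the reported value includes 0, signs also changed in 8 values of the design and 2 others, which are counted among those that stayed or moved. The log2 ratio of Stat5a plus Stat5b in KLS stayed between -3.53 and -2.92, the lymphoid list between -0.20 and -0.11, the STAT5 target list in KLS between -0.31 and -0.07 and the niche factor list between -0.53 and -0.20. The HSC/MPP-like difference stayed between -14.9 and -3.72 percentage points and the myeloid one between 0.83 and 17.6. The cause of a move was not tested except where stated.

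The mean of each cell's CPM gave -2.92 for Stat5a plus Stat5b in KLS. The list medians were then -0.13 for myeloid, -0.38 for stem, 0.17 for megakaryocyte-erythroid, -0.26 for STAT5 targets and 0.24 for cell cycle in KLS, and -0.25 for niche factors in MSC. Weighting KLS STAT5 KO cells to the control's cluster shares changed the sign of the stem list to 0.14, the megakaryocyte-erythroid list to -0.10 and the cell cycle list to -0.078. It moved the myeloid list to -0.12, the lymphoid list to -0.11 and the STAT5 target list to -0.068. By construction this removes differences in the clusters' shares of cells, not of UMIs. Weighting MSC STAT5 KO cells gave -0.20 for niche factors.

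Thinning KLS cells to 6500 UMIs before clustering left out 554 control and 2044 STAT5 KO cells. The list medians were -0.055 for myeloid, -0.47 for stem, -0.20 for lymphoid, 0.09 for megakaryocyte-erythroid, -0.31 for STAT5 targets and 0.34 for cell cycle. The share differences were -13.8 points for HSC/MPP-like, 5.76 for myeloid progenitor-like, 0.547 for lymphoid-primed progenitor-like and 4.24 for megakaryocyte-like cells, and the HSC/MPP-like Stat5 ratio was -0.53. The CD45-negative share has no value there, since the cells are too shallow. Thinning only KLS control, to the STAT5 KO depths and with no cell left out, gave -12.1 points for HSC/MPP-like and 5.76 for lymphoid-primed progenitor-like cells.

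All deposited barcodes gave -0.26 for the stem list and -0.57 for the HSC/MPP-like Stat5 ratio. The strict filter of cells asked for at least 1000 genes and at most 5% mitochondrial UMIs. In KLS it kept 2474 control and 6521 STAT5 KO cells. It gave -0.21 for the stem list, 0.022 for the cell cycle list and -0.35 for the HSC/MPP-like Stat5 ratio. It left CD45-negative shares of 0.445% in control and 0.092% in STAT5 KO and stromal shares of 100% in both MSC libraries, because shallow cells are removed. Share differences became -3.72 for HSC/MPP-like and 4.21 for myeloid progenitor-like cells, and changed sign for lymphoid-primed progenitor-like (-2.11) and megakaryocyte-like cells (-1.67). Thap1 in MSC changed sign to 0.060, and to 0.022 in the mean of each cell's CPM without barcodes larger elsewhere.

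With no doublets left out the stem list was -0.26, the CD45-negative shares were 4.04% and 1.47%, and the HSC/MPP-like Stat5 ratio was -2.77. The share differences were -13.1 for HSC/MPP-like, 6.71 for myeloid progenitor-like and 0.114 for megakaryocyte-like cells. A fibroblast-like cluster of 370 cells then stood at 22.1% of the Ptprc level from 10 Ptprc UMIs, above the threshold of 20%, which lowers the CD45-negative shares. Scrublet's automatic threshold gave -0.26 for the stem list, -12.9 and 6.35 for the HSC/MPP-like and myeloid differences and -1.43 for the HSC/MPP-like Stat5 ratio.

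A list pseudocount of 10 CPM gave -0.24 for the stem list. TMM gave -0.14 for the lymphoid and 0.14 for the cell cycle list. CPM without mitochondrial, ribosomal and hemoglobin genes gave -0.20 for the lymphoid, -0.25 for the STAT5 target and 0.077 for the cell cycle list. Neither scaling moved the median of all genes by as much as 0.1 on the log2 scale.

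CD45-negative shares in control and STAT5 KO were 11.3% and 6.18% with the Ptprc limit at 50%, and 50.6% and 52.1% for cells with no Ptprc UMI after thinning. The last values include zeros from sampling and are not read as CD45-negative shares. Without barcodes larger elsewhere the CD45-negative shares were 0 and 0, which follows from leaving out 604 of the 605 cells. The HSC/MPP-like Stat5 ratio was -1.92, and the share differences were -14.9 for HSC/MPP-like, 0.825 for myeloid progenitor-like and 1.52 for megakaryocyte-like cells. That for lymphoid-primed progenitor-like cells changed sign to -4.24.

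Leiden resolution 2 gave stromal shares of 83.4% in MSC control and 81.0% in MSC STAT5 KO, differences of -4.31 for HSC/MPP-like, 6.11 for myeloid progenitor-like, 0.523 for lymphoid-primed progenitor-like and 0.672 for megakaryocyte-like cells, and an HSC/MPP-like Stat5 ratio of -0.35. Resolution 0.5 gave 15.5 for myeloid progenitor-like and 0.771 for lymphoid-primed progenitor-like cells and -0.50 for the Stat5 ratio. Clustering control alone gave a CD45-negative share of 4.72% in STAT5 KO, where a further cluster with 81 STAT5 KO cells lay under the limit, differences of -6.61 for HSC/MPP-like and 17.6 for myeloid progenitor-like cells, and -0.42 for the Stat5 ratio. The megakaryocyte-like difference changed sign to -5.66. Clustering without 91 differing leading genes gave 13.5 for myeloid progenitor-like and 0.059 for megakaryocyte-like cells and -1.74 for the Stat5 ratio. The Nes difference in KLS was -0.80 points without thinning, which compares cells of different depth, though the level over all UMIs also differed beyond counting error.

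The MSC comparisons rest on far fewer UMIs, with 1785647 in kept control cells and 1214830 in STAT5 KO, against 51497913 and 76635576 in KLS.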

Other observations

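The tests chosen after the result was seen are those on shared barcodes and on equal levels in all clusters for the Stat5 UMIs of HSC/MPP-like cells, the clustering test of their size, the split by number of markers, the positions of the 18 named genes, the random lists under the stromal weights, the thinning of control cells to the depths of STAT5 KO, and the count of Nes UMIs outside barcodes larger elsewhere.

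Some cells of the KLS STAT5 KO library may have kept Stat5a and Stat5b. Outside the CD45-negative clusters, 230 STAT5 KO cells held 2 or more UMIs of these genes. A spread of the same UMIs by depth alone, as free RNA would give, put 63.6 cells there on average over 1000 Poisson draws, with the central 95% of draws from 50 to 79.0. These 230 cells are 3.41% of the cells and held 73.9% of the UMIs. Free RNA as the whole source is argued against.

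The kept UMIs were most frequent in HSC/MPP-like cells. Of the 201 HSC/MPP-like STAT5 KO cells with a Stat5a or Stat5b UMI, 0% had a barcode that is also in another library, which allows up to 1.49%, so barcodes of the KLS control library read there are argued against. Cells of control mice mixed into the library would bring the control level of Gm47283, 507.5 CPM in HSC/MPP-like control cells. The 201 cells held 53.4 CPM (43.5 to 64.8), far below that and below the 81.5 CPM of STAT5 KO cells outside this class. HSC/MPP-like STAT5 KO cells without a Stat5a or Stat5b UMI held 43.2 CPM (34.9 to 52.9), somewhat lower, with an interval that overlaps. Free RNA would give every cluster a like level, but outside the CD45-negative clusters those of the STAT5 KO library ranged from 0 UMIs to 127.6 CPM. Clustering on STAT5-dependent genes was tested in 2 ways, which bear on different parts of the pattern. For the order between cells, those with a Hlf, Mecom or Procr UMI kept 9.52% of the control level (8.80 to 10.3%), above the 6.56% (5.41 to 7.90%) of cells without. This choice of cells takes most of both libraries and separates them weakly, and these genes could themselves depend on STAT5. Hlf also lies within 25 Mb of Stat5a, so variants linked to the floxed locus could affect it. For the size, the log2 ratio in HSC/MPP-like cells fell from -0.75 to -1.74 when differing leading genes were left out of clustering, so the 59.4% kept depends on clustering. A hypothesis is that stem-like cells that escaped deletion are enriched in these mice. Its size is not settled by these data.

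Differences between the mice other than the deletion may contribute to the genes that differ most in KLS. Stat5a lies on chromosome 11, and 5 of the 18 named genes other than Stat5a and Stat5b lie within 25 Mb of it: Ccl9, Dhx40, Mpo, Wfdc17 and Gm20234. Of the 11479 genes that could be named, 4.42% lie there, and the central 95% of random draws of 18 held 0 to 3. Of 10000 draws, 9 held 5 or more. The pattern was noticed in these 18 genes, so it was tested again on genes whose positions had not been looked at, those ranked 26 to 100 among the rises and among the falls. Of these 150 genes 17 lay within 25 Mb, against 2 to 12 in the central 95% of random draws, and 6 of 10000 draws held as many. Variants linked to the floxed locus, carried along from the strain in which it was made, are consistent with both counts. Neighbouring genes can also be regulated together, which was not tested, and the strains of the mice are not stated. In the stromal libraries, where Stat5a and Stat5b were kept, 11 named KLS genes could be measured and 5 differed in the same direction as in KLS. Beyond counting error 2 did so, Ccnd1 and Gm47283, and 4 went the opposite way. Whether differences between the mice that do not need the loss of STAT5 explain these genes cannot be told apart from chance with 11 genes. Of the 5 named genes near Stat5a, only Dhx40 could be measured in the stromal cells. Its plain log2 ratio was -0.21 (-0.95 to 0.51) there and 1.52 in KLS, which is too little to decide on linked variants.

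The lower niche factor list in the MSC STAT5 KO library was set against a different mix of stromal clusters. With STAT5 KO cells weighted to the control's cluster shares the median was -0.20 (-0.30 to -0.08), above the -0.48 without weights and still below 0. It lay at percentile 0.29 of random lists under the same weights, whose central 95% ran from -0.15 to 0.10, but its counting interval reaches into that range. The weights match numbers of cells, not UMIs. In the chondrocyte-like cluster led by Col2a1, cells had a median of 1035 UMIs in control and 11110 in STAT5 KO. Weighting therefore left that cluster's part of the UMIs unequal. A different mix may account for part or all, and as the whole cause it cannot be told apart from a lower list within clusters. A difference between the 2 preparations stays open, as does a biological effect of STAT5-deficient blood cells on stroma.

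The lower share of HSC/MPP-like cells in KLS STAT5 KO was set against UMIs per cell. Thinning every cell to 6500 UMIs gave -13.8 points but decides nothing, because it left out more STAT5 KO than control cells. With control cells thinned to the depths of the STAT5 KO cells instead, so that both medians were 9805 UMIs and no cell was left out, the difference was -12.1 points (-13.8 to -10.6). Depth is therefore argued against as its whole cause. The strict filter of cells gave -3.72 points, so the size is not settled. That filter kept 2474 of 3454 control and 6521 of 6987 STAT5 KO cells, so it fell unequally on the libraries. A loss of such cells without STAT5 remains a hypothesis, and clustering on STAT5-dependent genes stays open for the size.

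Nes UMIs in the KLS libraries were set against barcodes that hold more UMIs in another library. Such barcodes held 6.06% of the 66 Nes UMIs (1.68 to 14.8%) and 0.472% of all UMIs, so Nes was over-represented in them, from 4 UMIs. The other 62 Nes UMIs sat in other barcodes, so these barcodes are argued against as the source of most of them. The source of those 62 was not tested.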
